# The Chromatin Remodeler BPTF Activates a Stemness Gene-Expression Program Essential for the Maintenance of Adult Hematopoietic Stem Cells

**DOI:** 10.1016/j.stemcr.2018.01.020

**Published:** 2018-02-15

**Authors:** Bowen Xu, Ling Cai, Jason M. Butler, Dongliang Chen, Xiongdong Lu, David F. Allison, Rui Lu, Shahin Rafii, Joel S. Parker, Deyou Zheng, Gang Greg Wang

**Keywords:** Bptf, hematopoietic stem cells, chromatin remodeler, Meis1, Pbx1, Mn1, DNA accessibility, NURF, AP1 complex

## Abstract

Self-renewal and differentiation of adult stem cells are tightly regulated partly through configuration of chromatin structure by chromatin remodelers. Using knockout mice, we here demonstrate that bromodomain PHD finger transcription factor (BPTF), a component of the nucleosome remodeling factor (NURF) chromatin-remodeling complex, is essential for maintaining the population size of hematopoietic stem/progenitor cells (HSPCs), including long-term hematopoietic stem cells (HSCs). *Bptf-*deficient HSCs are defective in reconstituted hematopoiesis, and hematopoietic-specific knockout of *Bptf* caused profound defects including bone marrow failure and anemia. Genome-wide transcriptome profiling revealed that BPTF loss caused downregulation of HSC-specific gene-expression programs, which contain several master transcription factors (*Meis1*, *Pbx1*, *Mn1*, and *Lmo2*) required for HSC maintenance and self-renewal. Furthermore, we show that BPTF potentiates the chromatin accessibility of key HSC “stemness” genes. These results demonstrate an essential requirement of the chromatin remodeler BPTF and NURF for activation of “stemness” gene-expression programs and proper function of adult HSCs.

## Highlights

• The chromatin remodeler gene *Bptf* shows preferential expression in primitive HSPCs
• Bptf ensures maintenance and functionality of HSCs in a cell-autonomous manner
• Bptf is required for the activation of HSC “stemness” genes including master TFs
• Hematopoietic-specific loss of Bptf results in bone marrow failure and anemia

## Introduction

Appropriate self-renewal and differentiation of adult stem cells are essential for tissue homeostasis and are tightly controlled by various cellular and molecular mechanisms, including the dynamic regulation of chromatin structure by ATP-dependent chromatin-remodeling complexes (Kadoch and Crabtree, 2015, Wang et al., 2007). These remodelers use energy produced from ATP hydrolysis to configure nucleosomal positioning and modulate DNA accessibility. Such a process ensures fidelity of crucial gene-expression programs during developmental processes such as lineage specification. In support of this pathway contributing to cell fate determination, somatic mutation of chromatin remodeler genes is common in human disease, including cancer (Kadoch and Crabtree, 2015, Wang et al., 2007).

Bromodomain PHD finger transcription factor (BPTF) is a core and largest component of the conserved, multi-subunit nucleosome remodeling factor (NURF) complex (Landry et al., 2008, Ruthenburg et al., 2011). NURF loosens condensed chromatin to promote DNA accessibility and target gene activation (Ruthenburg et al., 2011, Schwanbeck et al., 2004, Wysocka et al., 2006). While global knockout of *Bptf* in mice leads to lethality on embryonic day 8.5, demonstrating its requirement for early development (Landry et al., 2008), clinical studies reveal loss-of-function mutation of *BPTF* in individuals with syndromic neurodevelopmental anomalies (Stankiewicz et al., 2017). Furthermore, BPTF was recently shown to be critical for the maintenance or differentiation of mammary gland stem cells (Frey et al., 2017), melanocytes (Dar et al., 2016, Large et al., 2016), and T cells (Landry et al., 2011, Wu et al., 2016). BPTF contains two motifs in its C terminus, a PHD finger and a bromodomain that bind to histone H3 lysine 4 trimethylation (H3K4me3) and histone acetylation, respectively (Chi et al., 2010, Ruthenburg et al., 2011, Wysocka et al., 2006). Deposition of these two modifications occurs partly via the histone methyltransferase MLL/KMT2A and associated histone acetyltransferases (Dou et al., 2005). While previous works detail the essential role for KMT2A in regulation of hematopoietic and neuronal stem cells (Artinger et al., 2013, Jude et al., 2007, Lim et al., 2009), the specific contributions of BPTF remain undefined in this process.

Using knockout mice, we here show BPTF as a crucial chromatin regulator of hematopoietic stem cells (HSCs). Reconstitution assays demonstrate that *Bptf-*null HSCs exhibited the decreased repopulating capacity, causing severe hematopoietic defects. Our genomic profiling shows that ablation of BPTF in hematopoietic stem/progenitor cells (HSPCs) leads to decreased expression of an HSC-specific gene-expression program, which includes a master transcription factor (TF) regulatory node (*Meis1*, *Pbx1*, *Mn1*, and *Lmo2*) known to be crucial for HSC self-renewal and function. We also find that BPTF potentiates the chromatin accessibility of these HSC TF genes. Collectively, our results support a vital requirement of the BPTF chromatin remodeler for the maintenance of adult HSPCs and for the activation of a gene transcription program essential for HSC functions.

## Results

### Maintenance of Adult HSPCs, Including Long-Term HSCs, Requires *Bptf* Expression

Using transcriptome datasets of hematopoiesis (Bock et al., 2012, Seita et al., 2012), we found *Bptf* preferentially expressed in the primitive HSPC compartment (Figures 1A, S1A, and S1B). To study the role of BPTF in HSPCs, we produced inducible knockout mice (*Bptf*^*flf*^;*Mx1-*cre) designed to ablate *Bptf* from the bone marrow (BM) upon activation of *Mx1*-cre by polyinosinic-polycytidylic acid (pIpC). We verified efficient deletion (>95%) of *Bptf* in the BM (i.e., *Bptf*^*cKO*^) via genotyping and RT-PCR to confirm our model (Figures 1B and 1C). While *Mx1*-cre is widely used for achieving inducible gene deletion in HSPC, it is also associated with pIpC-caused interferon activation and cre-induced potential toxicity. To address these issues, we produced littermate controls with *Bptf*^*flf*^ or *Mx1-*cre alone and subjected them to pIpC administration. By fluorescence-activated cell sorting (FACS) and 4 weeks after cre induction, we observed a significantly reduced total number of lineage^−^/SCA-1^+^/c-KIT^+^ (LSK) cells and long-term (LT)-HSCs (LSK/CD150^+^/CD48^−^, Figure 1D) in the BM of *Bptf*^*cKO*^ mice, relative to controls (Figures 1D and 1E). This result shows a role for BPTF in the maintenance of primitive HSPCs, including LT-HSCs, in adult mice.

**Figure 1:**
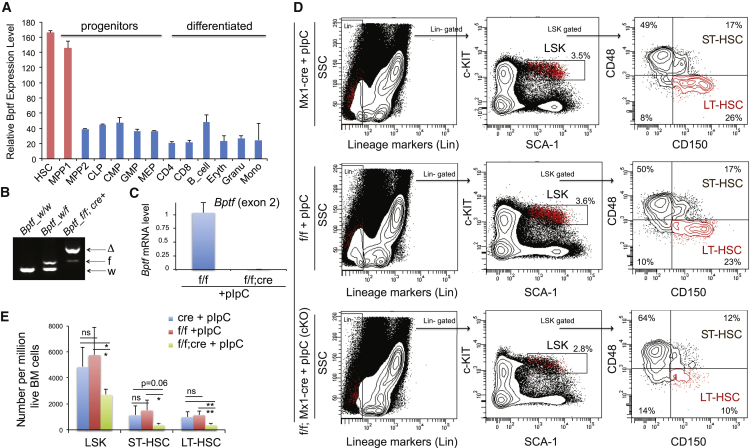
Maintenance of Adult HSPCs Including LT-HSC Requires BPTF (A) *Bptf* expression in hematopoiesis (see also Figures S1A and S1B). (B and C) Genotyping (B) and RT-PCR (C; n = 3 biological replicates) confirm deletion of the *Bptf* exon 2 in total bone marrow (BM) 1 week after cre induction. w, wild-type; f, floxed; Δ, deleted (*Bptf*^*cKO*^). (D and E) FACS (D) and summary (E) of percentages of the LSK and LT-HSC cells in the BM, 4 weeks after cre induction in the *Bptf*^*cKO*^ (f/f; cre, n = 5 mice) or control littermates with *Bptf*^*f/f*^ (f/f) or *Mx1*-cre (cre) alone (n = 4 mice). Numbers in (D) indicate the percentage of gated cells. Plots in (E) are mean ± SD, with statistical analysis defined by two-tailed Student's t test: ns, not significant; ^∗^p < 0.05; ^∗∗^p < 0.01.

### BPTF Sustains the Self-Renewal and Repopulating Capacity of HSCs in a Cell-Autonomous Mechanism

Next, we sought to determine whether BPTF regulates HSC function in a cell-autonomous manner. Using a colony-forming assay with sorted LSK populations, we found that *Bptf*-ablated cells produced significantly fewer and smaller colonies relative to control (Figures 2A and 2B). Similar results were seen in LSK cells with short hairpin RNA-mediated knockdown of *Bptf* (Figure S1C). We also performed competitive bone marrow transplantation (BMT) to test the reconstitution capacity of *Bptf*-null HSCs. Here, total BM cells from CD45.2^+^, *Bptf*^*f/f*^;*Mx1-*cre^+^ mice were mixed at a 1:1 ratio with wild-type competitor cells from CD45.1^+^ mice, then used as donor for BMT to lethally irradiated recipients (Figure 2C). Cells from *Bptf*^*f/f*^ or heterozygous *Bptf*^*f/w*^;*Mx1*-cre^+^ mice were used as control in BMT. When we observed stable chimerism in all cohorts 8 weeks after BMT (Figure 2D), we induced *Bptf* deletion and observed a gradual decline in the contribution of the *Bptf-*null donor cells to peripheral blood (Figures 2D and 2E). Meanwhile, the percentages of control donor cells remained stable after pIpC injection, suggesting that one *Bptf* allele is sufficient to sustain HSC function and hematopoiesis (Figures 2D and 2E).

**Figure 2:**
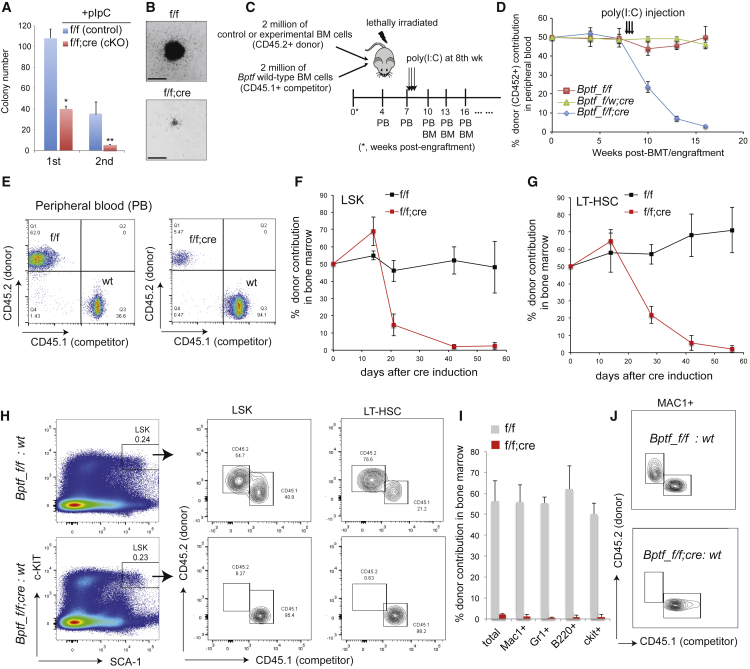
BPTF Is Essential for the Maintenance and Reconstitution Function of HSCs in a Cell-Autonomous Manner (A and B) Summary (A) and representative colony (B; scale bar, 1 mm) in colony-forming unit assays with 300 of the *Bptf*^*f/f*^ or *Bptf*^*cKO*^ (f/f; cre) LSK cells sorted 7 days after cre induction (n = 3 independent experiments; ^∗^p < 0.05; ^∗∗^p < 0.01; see also Figure S1C). (C) Outline of competitive reconstitution assay via BMT. (D) Percentage of donor-derived CD45.2^+^ cells from *Bptf*^*cKO*^ (blue; n = 8 mice) and control mice, either *Bptf*^*f/f*^ (red; n = 8) or *Bptf*^*-/w*^ (green; n = 6), in peripheral blood of recipients at the indicated time points. Error bars denote SE. (E) FACS of donor-derived CD45.2^+^ cells, either from *Bptf*^*f/f*^ or *Bptf*^*cKO*^ mice, in peripheral blood 5 weeks after cre induction. (F–H) Summary (F and G; n = 2 mice at each time point) and FACS (H) of donor-derived CD45.2^+^ cells, either from control (*Bptf*^*f/f*^) or *Bptf*^*cKO*^ mice, in the BM LSK and LT-HSC populations 8 weeks after cre induction (see also Figure S1D). (I and J) Percentage (I; n = 4 mice) and FACS (J) of donor-derived CD45.2^+^ cells from *Bptf*^*f/f*^ or *Bptf*^*cKO*^ mice in the indicated BM populations 8 weeks after cre induction (see also Figures S1E and S1F).

We also examined the LSK and LT-HSC populations in recipients in the reconstitution assay (Figure S1D), and found a significantly decreased contribution of *Bptf*^*cKO*^ but not control donor cells to these primitive compartments (Figures 2F and 2G). Eight weeks after cre induction, the presence of *Bptf-*ablated donors decreased to nearly undetectable levels in HSCs and differentiated cell compartments in the BM or spleen (Figures 2H–2J, S1E, and S1F). Loss of the *Bptf*^*cKO*^ HSCs may occur through failure to maintain HSPCs' cell identity, increased apoptosis, or their combination. We assessed LSK cells 3 weeks after cre induction and did not detect a significant increase in apoptosis in *Bptf*^*cKO*^ mice relative to control (Figures S1G and S1H). Together, these results show a cell-autonomous role of BPTF in sustaining the repopulating function of HSCs.

### BPTF Activates an HSC-Specific Gene-Expression Program, Including a “Stemness” Regulatory Node that Comprises Several Master Regulators of HSCs

To define the gene-regulatory role of BPTF in HSPCs, we performed RNA sequencing (RNA-seq) to profile transcriptomes of the LSK cells sorted from *Bptf*^*cKO*^ and *Bptf*^*f/f*^ mice 10 days after cre induction (Figure S2A). 

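LSK cells are bone marrow cells without lineage markers that carry SCA-1 and c-KIT, the population that holds hematopoietic stem and progenitor cells. The RNA-seq data comprised 2 libraries of *Bptf* cKO LSK cells and 2 libraries of *Bptf* f/f LSK cells, each from the pooled cells of 5 mice taken 10 days after cre induction. The authors deposited a table of 18598 genes by symbol, with each library's gene counts divided by a size factor and with their own comparison of the groups. Every listed gene had at least 11 reads over the 4 libraries. The paper's text does not name the aligner, the counting program, the genome build or the test, and its Supplemental Experimental Procedures were not read here. Each deposited value was a whole multiple of the smallest non-zero value of its library, so whole reads were recovered for 100% of the values. The reads on listed genes numbered 24875746 and 14091054 in replicates 1 and 2 of *Bptf* f/f and 30134742 and 14104526 in replicates 1 and 2 of *Bptf* cKO. The deeper pair therefore had the smaller counting error for low genes in both genotypes. Expression was compared as log2 of the normalized count plus a pseudocount of 1, which understates the change of low genes, over the 14858 genes with a mean of at least 10. The test was limma with a mean-variance trend and Benjamini-Hochberg adjustment over these genes, two-sided, with genotype as the only factor. The same fit was repeated with the replicate number as a block, an alternative set before the data were examined. It is given beside the main fit because libraries with the same number deviated together from their group means. The correlation of these deviations across the 14858 genes was 0.452, and 0.638 across genes with a mean of at least 100. Genes are not independent replicates, so these correlations carry no p-value. With the block, limma had 1 residual degree of freedom per gene and 10.3 prior ones from spread pooled over genes. Its p-values with the block therefore rest mostly on that pooled spread and little on how far a gene's 2 replicate pairs differ. A principal component that held 38.5% of the variance separated the replicate numbers, and the one that held 49.2% separated the genotypes. With 2 libraries per group, an exact two-sided permutation test of a single gene cannot give a p below 0.333.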

As expected, there was a lack of RNA-seq reads mapped to the *Bptf* exon 2 in *Bptf*^*cKO*^ cells due to cre-mediated deletion (Figure 3A). This produced the out-of-frame unstable *Bptf* transcripts, with reduced overall expression when compared with control (Figure 3B, *Bptf*). 

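*Bptf* lies on the minus strand of chromosome 11, from 107033081 to 107132127 in GENCODE vM21 on GRCm38, matched by its symbol because the deposited table gives no coordinates. Exon 2 spans 107110813 to 107111635 in Bptf-201, Bptf-202 and Bptf-203, the annotated transcripts with 28, 29 and 30 exons. The exon is coding along its whole length of 823 bp, and division of this length by 3 leaves a remainder of 1. The deposited values cover whole genes, so reads on exon 2 alone were not analysed here. *Bptf* had 5685 ± 233 normalized counts (SD, n = 2 libraries) in *Bptf* f/f and 3359 ± 55.5 (SD, n = 2) in *Bptf* cKO LSK cells. Both *Bptf* cKO libraries, with 3398 and 3320 normalized counts, were below both *Bptf* f/f libraries, with 5520 and 5850. Its log2 fold change was -0.76 (standard error 0.090, limma adjusted p = 0.0439), and with the replicate block the adjusted p was 1.54e-04. The difference was -0.70 in the replicate 1 pair and -0.82 in the replicate 2 pair on the log2 scale. With the libraries recentred on their medians the log2 fold change of *Bptf* was -0.71, and its limma adjusted p without the block was 0.0547.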

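*Kit*, which encodes c-KIT, had 15342 ± 2417 normalized counts (SD, n = 2) in *Bptf* f/f and 15144 ± 413 (SD, n = 2) in *Bptf* cKO LSK cells, a log2 fold change of -0.010 (standard error 0.13, limma adjusted p = 0.984). The replicate block gave *Kit* an adjusted p of 0.965. The difference was -0.20 in the replicate 1 pair and 0.18 in the replicate 2 pair of *Kit*, and recentring the libraries on their medians changed its log2 fold change to 0.041. Over all tested genes, limma without the block found 55 genes lower and 55 genes higher in *Bptf* cKO at an adjusted p under 0.05 and a fold change above 1.5, with 2340 genes at an unadjusted p under 0.05. With the replicate block in limma the numbers were 845 lower and 454 higher, which include all 55 and all 55 genes found without it. The edgeR quasi-likelihood test on the recovered reads found 45 lower and 49 higher without the block and 854 lower and 457 higher with it. The DESeq2 Wald test on these reads, without a block, found 438 lower and 252 higher with unshrunken fold changes, and 402 lower and 225 higher with a prior that shrinks them.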

*Bptf*^*cKO*^ and *Bptf*^*f/f*^ LSK cells expressed comparable levels of *cKit*, an LSK marker (Figure 3B, *cKit*), and comparison of their RNA-seq profiles identified 407 downregulated and 230 upregulated transcripts due to *Bptf* ablation (with adjusted p < 0.05 and fold change > 1.5; Figure 3B [inset] and Table S1). 

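*Meis1*, on chromosome 11 from 18879817 to 19018985 of GRCm38 (GENCODE vM21), went from 5231 ± 466 normalized counts (SD, n = 2) in *Bptf* f/f to 3679 ± 141 (SD, n = 2) in *Bptf* cKO LSK cells, a log2 fold change of -0.51 (standard error 0.10, limma adjusted p = 0.118). *Mn1*, on chromosome 5 from 111417362 to 111457033, went from 372 ± 30.6 to 201.7 ± 14.1, a log2 fold change of -0.88 (standard error 0.17, limma adjusted p = 0.109). *Lmo2*, on chromosome 2 from 103957986 to 103981878, went from 14439 ± 141 to 10335 ± 598, a log2 fold change of -0.48 (standard error 0.094, limma adjusted p = 0.106). These are SDs over n = 2 libraries per genotype, and each of the 3 genes was lower in both *Bptf* cKO libraries than in both *Bptf* f/f libraries. *Meis1*, *Mn1* and *Lmo2* passed an adjusted p of 0.05 with the replicate block in limma, at 0.00228, 0.00434 and 0.00384, and with DESeq2. *Mn1* was the least sequenced of the 3 genes, with at least 150 reads in every library.

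**Figure D1:**
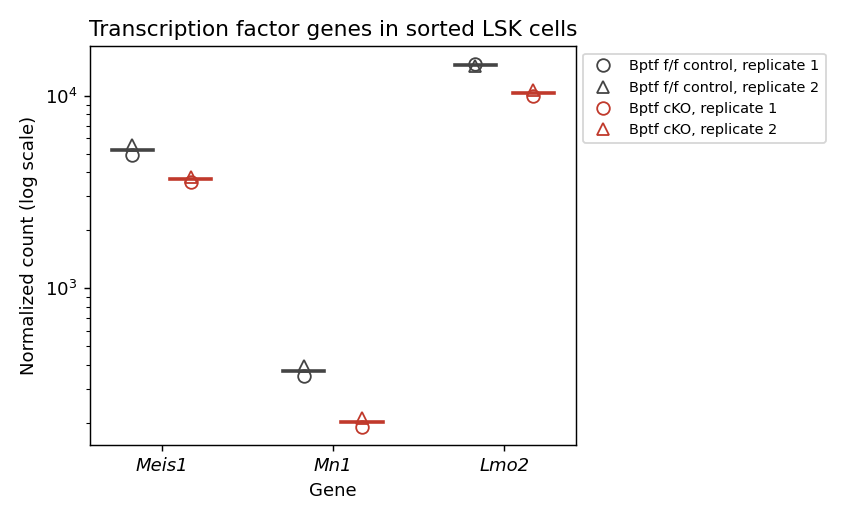
Normalized counts, on a log scale, of *Meis1*, *Mn1* and *Lmo2* in the 4 libraries of LSK cells. Circles are replicate 1, triangles are replicate 2 and bars are the means of 2 libraries. For *Meis1* the *Bptf* f/f libraries lie at 4902 and 5560 and the *Bptf* cKO libraries at 3579 and 3778.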

Gene ontology (GO) and Ingenuity Pathway Analysis revealed the transcription regulation and cell adhesion-related pathways among the most downregulated ones upon BPTF loss (Figures 3C and 3D), including a TF regulatory node that consists of *Meis1*, *Pbx1*, *Mn1*, and *Lmo2* (Figure S2B). Previous studies show these TFs as master regulators of HSC by establishing the gene-regulatory circuits essential for HSC self-renewal and identity (Heuser et al., 2011, Wang et al., 2005, Wilson et al., 2010). Consistently, when we related our RNA-seq data to the previously reported HSC gene sets by gene set enrichment analysis (GSEA), we found that, relative to *Bptf*^*cKO*^, *Bptf*^*f/f*^ LSK cells are enriched with LSK signature genes (Chambers et al., 2007, Krivtsov et al., 2006) and those sustained by a crucial HSC regulator, KMT2A (Artinger et al., 2013) (Figures 3E–3G). Also, the AP1 complex TFs (e.g., *Fos* and *Jun*) showed decreased expression in *Bptf*^*cKO*^ LSK cells (Figure 3D, left). 

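*Fos* had 26844 ± 14955 normalized counts (SD, n = 2) in *Bptf* f/f and 4323 ± 16.4 (SD, n = 2) in *Bptf* cKO LSK cells, a log2 fold change of -2.51 (standard error 0.38, limma adjusted p = 0.0673). *Jun* went from 23639 ± 11968 to 5444 ± 700 (SD, n = 2 each), a log2 fold change of -2.03 (standard error 0.35, limma adjusted p = 0.0864). The *Bptf* f/f libraries differed from each other, with *Fos* at 16269 and 37418 and *Jun* at 15177 and 32102 in replicates 1 and 2. The fall of *Fos* was accordingly -1.91 in the replicate 1 pair and -3.12 in the replicate 2 pair on the log2 scale. With the replicate block, limma gave adjusted p values of 1.21e-05 for *Fos* and 6.17e-06 for *Jun*, with 1 residual degree of freedom per gene. The standard error of *Fos* with the block was 0.199, mostly from spread pooled over genes, although its pairs lay at -1.91 and -3.12. *Fosb*, *Jund* and *Junb* had log2 fold changes of -2.95, -1.67 and -0.61, none with a limma adjusted p under 0.05 without the block and all under 0.05 with it. *Fosl2* went the other way, with a log2 fold change of 0.79 (limma adjusted p = 0.206, and 0.00825 with the block). The 7 AP1 genes tested, a list written from the paper and the gene symbols, had a mean log2 fold change of -1.24. As a set their adjusted p from limma's camera test over 17 gene sets was 0.00228, and 3.29e-05 with the replicate block. Since the paper reports lower AP1 genes from the same libraries, this test is no independent support. Adjusted over these 7 genes alone, limma without the block found 5 of them lower and 1 higher. The set's adjusted p was 0.317 when camera estimated the correlation between genes from the 4 libraries, the largest adjusted p among the alternatives, and its mean was -0.56 with the fold-change prior of DESeq2.

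**Figure D2:**
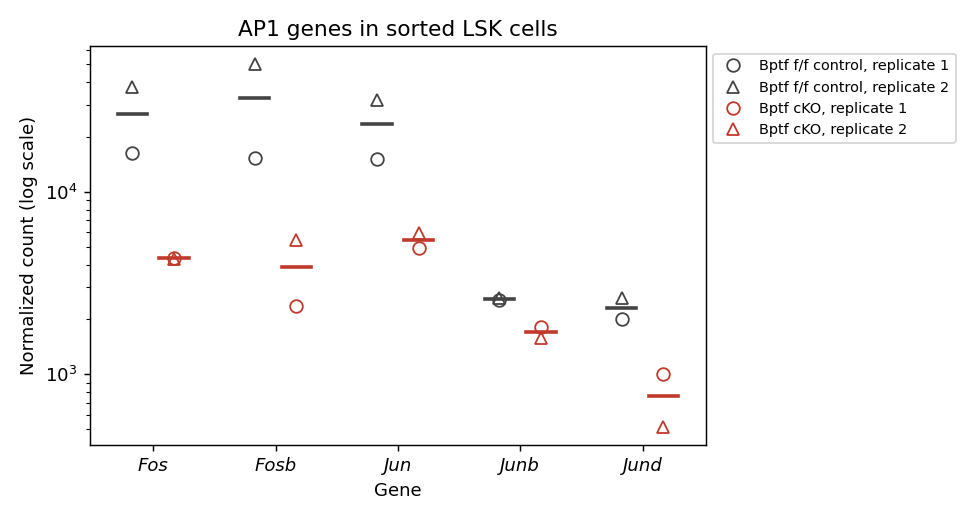
Normalized counts, on a log scale, of *Fos*, *Fosb*, *Jun*, *Junb* and *Jund* in the 4 libraries of LSK cells. Circles are replicate 1, triangles are replicate 2 and bars are the means of 2 libraries. For *Fosb* the *Bptf* f/f libraries lie at 15403 and 50007 and the *Bptf* cKO libraries at 2364 and 5439.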

GO and GSEA also found the biosynthesis- and translation-related pathways among the most upregulated ones in *Bptf*^*cKO*^ cells (Figures 3H and S2C–S2E), a phenomenon similar to that reported in the *KMT2A-*null HSPCs (Artinger et al., 2013). 

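The 86 genes of cytosolic ribosomal proteins that were tested, selected by their symbols, had a mean log2 fold change of 0.044 in *Bptf* cKO LSK cells, with 0.046 in the replicate 1 pair and 0.042 in the replicate 2 pair. Of these genes 61 were higher and 25 lower, and 47 were higher in both pairs. No ribosomal protein gene passed an adjusted p of 0.05 in limma, and 1 rose and 1 fell with the replicate block. The set's adjusted p from limma's camera test was 0.0191, and 0.0213 with the replicate block. The median of the set lay at percentile 73.6 among 10000 random gene lists matched on mean expression. Quantile normalization gave a mean of 0.023 with an adjusted p of 0.313 from camera, and recentring on the medians gave a mean of 0.095. Reads of these genes can be shared with their many pseudogenes, and the counting rule is not stated in the paper's text. The 77 mitochondrial ribosomal protein genes had a mean log2 fold change of 0.13 (camera adjusted p = 2.49e-04, and 5.07e-04 with the replicate block), with 60 higher and 17 lower and with their median at percentile 100 among such random lists. The gene sets behind Fig. 3H were not used here.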

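The 20 cytosolic aminoacyl-tRNA synthetase genes had a mean log2 fold change of 0.74 in *Bptf* cKO LSK cells, and 19 of them were higher in both replicate pairs. As a set their adjusted p from limma's camera test was 3.22e-14, and 8.33e-18 with the replicate block. The paper lists many of these genes among the most upregulated in the same libraries, so this test is no independent support. The log2 fold changes ran from -0.050 for *Qars* to 1.48 for *Cars*. *Sars* went from 2286 ± 276 to 5784 ± 531 normalized counts (SD, n = 2 each), a log2 fold change of 1.34 (standard error 0.13, limma adjusted p = 0.0278). *Nars*, *Aars*, *Yars* and *Lars* also passed an adjusted p of 0.05 in limma, at 0.0267, 0.0419, 0.0368 and 0.0419. *Cars*, *Mars*, *Iars* and *Wars* did not, at 0.0700, 0.0570, 0.0843 and 0.0932, and passed with the replicate block. Adjusted over the 20 genes alone, 13 synthetase genes rose in limma without the block, and 13 also passed over all genes with it. Camera with the correlation between genes estimated from the libraries gave the synthetase set an adjusted p of 0.317. The 17 mitochondrial synthetase genes had a mean log2 fold change of 0.064 (camera adjusted p = 0.25, and 0.232 with the block). By size of rise among the 14858 tested genes, *Cars* ranked 235, *Aars* 253, *Sars* 281 and *Wars* 1025.

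**Figure D3:**
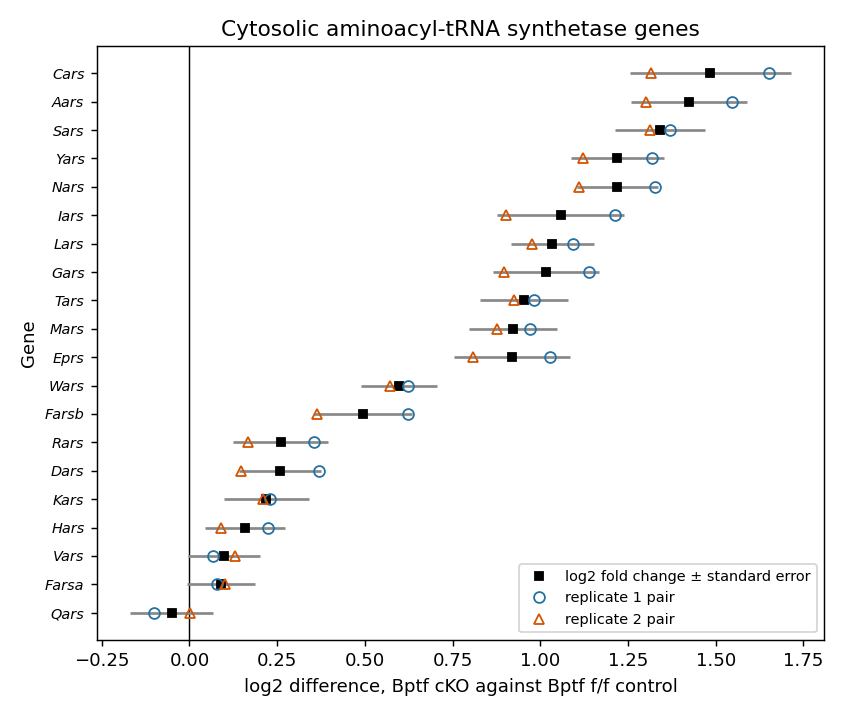
Log2 differences between *Bptf* cKO and *Bptf* f/f LSK cells for the 20 cytosolic aminoacyl-tRNA synthetase genes. Squares are log2 fold changes with their standard errors, and circles and triangles are the replicate 1 and replicate 2 pairs. The log2 fold changes run from -0.050 for *Qars* to 1.48 for *Cars*.

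Solute carrier genes changed in both directions. The set of 206 tested genes, which leaves out *Slc35d1*, had a mean log2 fold change of 0.079 (camera adjusted p = 0.0741, and 0.0802 with the replicate block). The mean was -0.0058 in the replicate 1 pair and 0.16 in the replicate 2 pair, and 116 genes of the set were higher and 90 lower. In limma 7 of them rose and 0 fell at an adjusted p under 0.05, and 26 rose and 15 fell with the replicate block. *Slc6a9* went from 49.6 ± 4.36 to 683 ± 3.96 normalized counts (SD, n = 2 each), a log2 fold change of 3.76 (standard error 0.19, limma adjusted p = 0.00944). *Slc7a11* had a log2 fold change of 4.53 (standard error 0.28, limma adjusted p = 0.0118) from at least 14 reads per library. *Slc7a5*, *Slc1a4*, *Slc7a1* and *Slc3a2* also passed, with log2 fold changes of 1.72, 3.25, 1.35 and 1.28. *Slc19a2*, *Slc1a5*, *Slc30a1*, *Slc35d1* and *Slc16a6* rose by 1.10, 0.82, 0.90, 0.78 and 0.72 on the log2 scale and passed with the block or with DESeq2, but not in limma without the block. *Slc7a3*, which rose by 6.20 (limma adjusted p = 0.0118) from 4.65 and 8.32 normalized counts in *Bptf* f/f, ranked 5 by size of rise among all tested genes.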

The most upregulated genes include many aminoacyl-tRNA synthetase and solute carrier protein genes (Figure 3D, right). By RT-PCR, we validated downregulation of *Pbx1*, *Meis1*, *Mn1*, and *Lmo2* upon *Bptf* loss in LSK cells, while expression of *Myc*, *cKit*, and *Cd34* was unchanged (Figure 3I). Thus, we identified a BPTF-dependent gene-expression program that includes several master TFs of HSCs, which supports a role of BPTF in defining HSCs' cellular identity.

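The 55 genes lower and 55 genes higher in *Bptf* cKO that limma found without the replicate block were all among the 418 lower and 232 higher genes of the authors' deposited table at an adjusted p under 0.05 and a fold change above 1.5. All 418 lower and all 232 higher genes of the authors' deposited table were also among the 845 lower and 454 higher calls of limma with the block. All these calls come from the same 4 libraries, so neither overlap is independent support. Splitting the same 4 libraries by replicate number in place of genotype, without a block, gave 3 genes at these thresholds and 1160 at an unadjusted p under 0.05, with the genotype differences left in the residual. From the lower expression of transcription factors such as *Meis1*, *Mn1* and *Lmo2* in *Bptf* cKO LSK cells, from the enrichment of stem cell signature genes in *Bptf* f/f LSK cells (Figs. 3E-3G) and from RT-PCR (Fig. 3I), the paper concludes that BPTF is needed for an expression program that includes master transcription factors of HSCs, and from this proposes that BPTF has a part in defining what HSCs are.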

**Figure 3:**
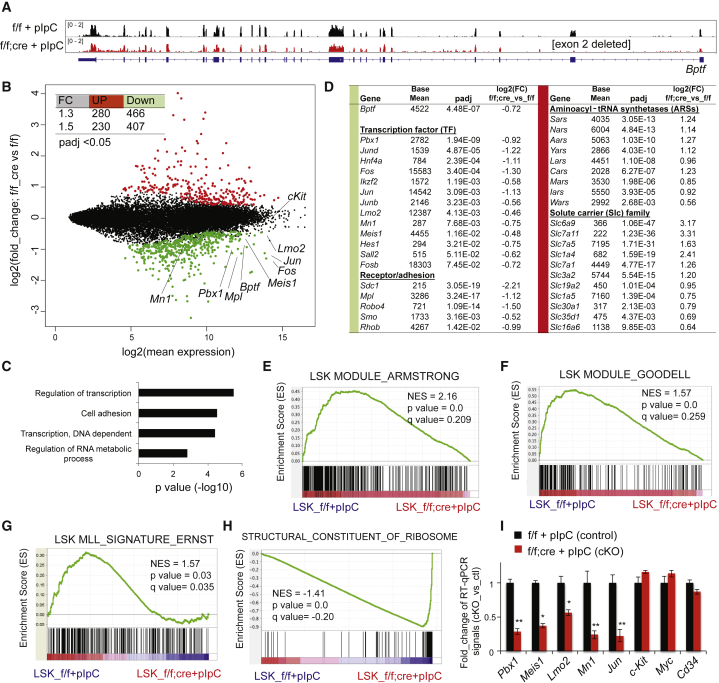
RNA-Seq Profiling Identifies a BPTF-Dependent Gene-Activation Program that Includes Several Key Master Regulators of HSCs (A) IGV view showing the RNA-seq profile of *Bptf* in the *Bptf*^*f/f*^ and *Bptf*^*cKO*^ (f/f; cre) LSK cells after pIpC treatment. For cross-sample comparison, the scale of profile is normalized with total sequencing read counts. (B) The MA plot of RNA-seq transcriptome profiles in the *Bptf*^*cKO*^ versus *Bptf*^*f/f*^ LSK cells after pIpC treatment. The x axis shows the average gene expression (log_2_-transformed) in control and knockout samples, while the y axis shows the indicated fold change by log_2_ transformation. Each dot represents a gene. The red and green colors mark genes that show significant differential expression, with a cutoff of adjusted p value (padj) < 0.05 and absolute log_2_(fold change) > 0.43. An inserted table summarizes the total number of transcripts found up- or downregulated in *Bptf*^*cKO*^ LSK cells relative to *Bptf*^*f/f*^ controls, with the indicated cutoff of fold change (FC) and padj (see also Figure S2A and Table S1). (C) GO analysis reveals the indicated gene pathway among the transcripts downregulated in *Bptf*^*cKO*^ LSK cells relative to *Bptf*^*f/f*^ controls (see also Figures S2B and S2C). (D) RNA-seq identifies genes downregulated (left; green) or upregulated (right; red) in *Bptf*^*cKO*^ LSK cells, relative to *Bptf*^*f/f*^ controls. Base Mean denotes the average RNA-seq count. (E–H) GSEA reveals enrichment of the indicated signature, either LSK “stemness” genes (E and F), a KMT2A-sustained gene network (G), or ribosomal genes (H) in *Bptf*^*cKO*^ versus *Bptf*^*f/f*^ LSK cells after cre induction (see also Figures S2D and S2E). (I) qRT-PCR using the *Bptf*^*cKO*^ versus *Bptf*^*f/f*^ LSK cells sorted on day 10 after cre induction. Data are mean ± SD (n = 3 biological replicates) and normalized to *β-actin* and *Bptf*^*f/f*^ cells. ^∗^p < 0.05; ^∗∗^p < 0.01.

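At the lower fold-change threshold of 1.3, with an adjusted p under 0.05, limma without the replicate block found the same numbers as at 1.5, because no gene with a fold change between 1.3 and 1.5 reached that adjusted p. With the replicate block in limma, 1128 genes were lower and 707 higher at 1.3. The DESeq2 Wald test with shrunken fold changes found 488 lower and 298 higher at 1.3, and with unshrunken fold changes 490 lower and 315 higher.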

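Among the other genes listed as downregulated, *Sdc1* fell from 373 ± 14.5 to 55.6 ± 5.14 normalized counts (SD, n = 2 each), a log2 fold change of -2.73 (standard error 0.21, limma adjusted p = 0.0204, and 1.29e-05 with the replicate block). *Robo4* also passed in limma, with a log2 fold change of -1.69 (adjusted p = 0.0232, and 1.21e-05 with the block). *Hnf4a*, *Ikzf2*, *Hes1*, *Sall2*, *Smo* and *Rhob* had log2 fold changes of -1.52, -0.61, -0.92, -0.76, -0.55 and -1.97, with limma adjusted p values of 0.113, 0.0778, 0.182, 0.181, 0.0859 and 0.0941. All 6 of these passed with the replicate block, at limma adjusted p values of 1.86e-04, 0.00142, 0.00551, 0.00742, 0.00230 and 3.64e-04. *Rhob* differed between the replicate pairs, with -1.18 in replicate 1 and -2.76 in replicate 2 on the log2 scale. In every library *Hes1* had at least 146 reads and *Sdc1* at least 42.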

### BPTF Potentiates DNA Accessibility at the HSC “Stemness” Genes

To test whether BPTF directly targets the “stemness” genes identified by RNA-seq, we assessed BPTF binding by chromatin immunoprecipitation (ChIP). We used HPC-7 cells because ChIP requires large cell numbers, which prevents the use of primary HSPCs, and HPC-7 cells were previously used as an HSPC mimic to map the genomic binding of HSC regulators (Wilson et al., 2010). ChIP-sequencing (ChIP-seq) analysis revealed high H3K4me3 at the promoters of “stemness” genes such as *Meis1*, *Pbx1*, and *Lmo2* (Figures 4A–4C and S3A, top panel), providing a putative platform for BPTF binding. Unfortunately, BPTF ChIP-seq failed due to inadequate pull-down of DNA, but conventional ChIP-qPCR showed significant binding of BPTF to the tested promoter loci at “stemness” genes, compared with the negative control (Figure 4D). Because BPTF/NURF modulates nucleosomal positioning, we also used the assay for transposase-accessible chromatin followed by sequencing (ATAC-seq) to measure DNA accessibility in *Bptf*^*cKO*^ versus *Bptf*^*f/f*^ LSK cells after cre induction (Figure S3B). Upon *Bptf* ablation, we did not see a dramatic change in global ATAC-seq signals (Figure S3C) but observed significantly reduced DNA accessibility at the promoters of downregulated genes (Figure 4E) such as *Meis1*, *Pbx1*, *Fos*, and *Lmo2* (Figures 4A–4C and S3A). We also observed decreased ATAC-seq signals at putative distal or intragenic enhancers of these TF genes (Figures 4A–4C and S3A). Together, these genomic data support crucial roles of BPTF in potentiating DNA accessibility and appropriate expression of key HSC TF genes. Further work is needed to firmly define genomic binding of BPTF in HSPCs.

**Figure 4:**
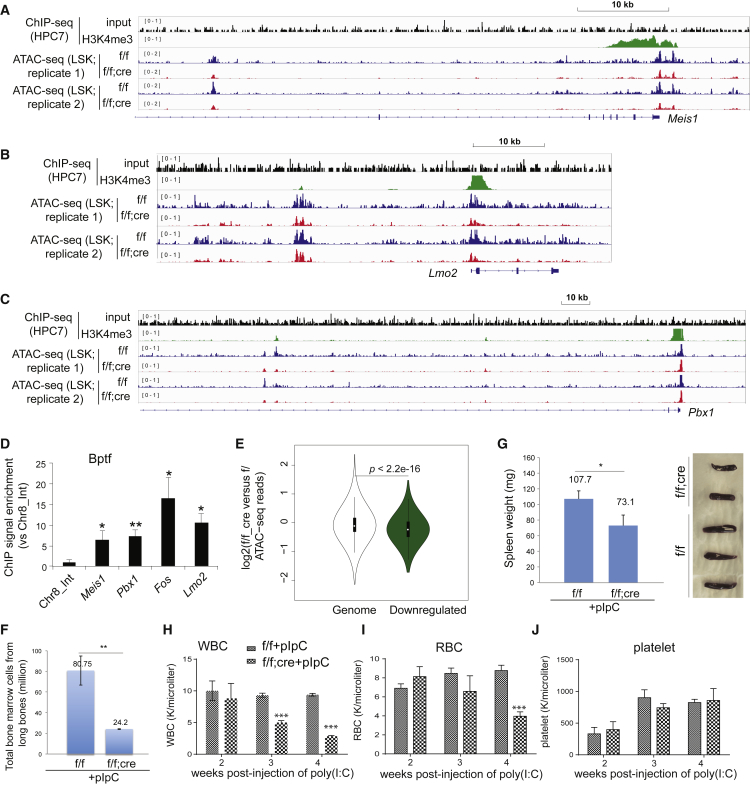
BPTF Potentiates Chromatin Accessibility at HSC “Stemness” Genes (A–C) ChIP-seq profiles of H3K4me3 and input at the indicated genes in HPC-7 cells, and their ATAC-seq profiles in *Bptf*^*f/f*^ versus *Bptf*^*cKO*^ LSK cells 7 days after cre induction. For cross-sample comparison, the scales of profiles are normalized with total sequencing read counts (see also Figure S3A). (D) BPTF ChIP at the indicated gene promoter in HPC-7 cells. Fold of enrichment in signals, shown as mean ± SD (n = 3 biological replicates), was normalized to input and to a control locus (Chr8_Int). ^∗^p < 0.05; ^∗∗^p < 0.01. (E) Comparison of ATAC-seq data in *Bptf*^*cKO*^ versus *Bptf*^*f/f*^ LSK cells shows a significant reduction of ATAC-seq signals at the promoters of genes showing downregulation due to BPTF loss, relative to genome background. Plotted at y axis are log_2_-transformed ratios of promoter-associated ATAC-seq reads between two samples, either at all genes (left) or at the top 500 downregulated genes in *Bptf*^*cKO*^ LSK cells (right), relative to *Bptf*^*f/f*^ control (see also Figures S3B and S3C). (F and G) Total cell numbers in the femur (F) and the size of spleen (G) in *Bptf*^*f/f*^ (n = 3) versus *Bptf*^*cKO*^ (n = 4) mice 4 weeks after cre induction. ^∗^p < 0.05; ^∗∗^p < 0.01. (H–J) Complete blood counts of peripheral blood collected from *Bptf*^*cKO*^ mice (n = 4) and *Bptf*^*f/f*^ littermates (n = 4): WBC, white blood cells (H); RBC, red blood cells (I); and platelets (J) (see also Figure S4). ^∗∗∗^p < 0.001.

### Hematopoietic-Specific Loss of BPTF Leads to Bone Marrow Failure, Anemia, and Leukopenia

Given the impaired function of *Bptf*^*cKO*^ HSCs, we predicted that lineage-committed populations in *Bptf*^*cKO*^ mice would be affected. Four weeks after *Bptf* deletion, the bones from *Bptf*^*cKO*^ mice appeared pale and showed significant decrease in the total BM cell number when compared with control (Figure 4F). Moreover, we observed that the *Bptf*^*cKO*^ mice possessed smaller spleens relative to control, which suggests a defect in splenic B cell development (Figure 4G). FACS of total splenic cells confirmed our observation, with a significant reduction in the B220^+^ cells (Figure S4A). Furthermore, complete blood counts revealed anemia, leukopenia, and granulocytopenia in *Bptf*^*cKO*^ mice, phenotypes that arise from the dysfunctional repopulation capacity of HSCs (Figures 4H–4J and S4B–S4D). Thus, we show *Bptf* to be essential for normal hematopoiesis.

## Discussion

### BPTF Plays an Essential Role in the Maintenance and Functionality of HSCs

How adult stem cells sustain themselves remains as an intriguing question. Using knockout and reconstitution systems, we showed an essential requirement of BPTF for maintaining the HSPC populations and their repopulating capacity. Mechanistically, our transcriptome profiling revealed a previously unappreciated, BPTF-dependent gene-activation program, which includes a set of master TFs known to be vital for HSC self-renewal (*Meis1*, *Pbx1*, *Mn1*, and *Lmo2*), the AP1 complex, and the MLL/KMT2A signature genes. BPTF also sustains an open chromatin state at target “stemness” genes. Thus, BPTF acts as a safeguard of adult hematopoiesis, ensuring HSCs' reconstitution function. In support, BPTF loss caused BM failure phenotypes that are reminiscent of what was observed for *KMT2A*-null HSCs (Artinger et al., 2013, Jude et al., 2007). BPTF appears to be more crucial for blood formation under stressed conditions (e.g., reconstitution in irradiated mice) than in the steady state, a phenomenon also described in a conditional *KMT2A*-null model (McMahon et al., 2007). However, depth study is required to dissect the potentially overlapping and distinctive roles for BPTF and KMT2 in HSC self-renewal and blood formation.

### BPTF Controls Vital Gene-Expression Programs to Sustain Homeostasis of Multiple Cell Lineages

In related research, BPTF acts as a crucial regulator of mammary gland and epidermal stem cells (Frey et al., 2017, Mulder et al., 2012), melanocytes (Koludrovic et al., 2015), and T cells (Landry et al., 2011, Wu et al., 2016). Here, an intriguing question is how the general chromatin regulator BPTF controls a defined yet distinct gene-expression program among different cell lineages. Presumably these cells differ in patterns of histone modifications, which can stabilize BPTF binding to genes essential for lineage definition. Also, BPTF/NURF interacts with DNA-binding factors such as CTCF (Qiu et al., 2015) and c-MYC (Richart et al., 2016a). A multivalent interaction of NURF to histone modifications, TFs, and other recruiting factors can act in concert to dictate distinct genomic targeting of BPTF/NURF.

### The Essential Function of BPTF in Normal Tissue Raises a Concern on Targeting It in Cancer Therapy

Recently, the oncogenic role of BPTF was reported in melanoma (Dar et al., 2015, Dar et al., 2016), pancreatic tumors, and Burkitt's lymphoma (Richart et al., 2016b), where BPTF was shown to promote the gene program related to tumor cell growth or survival such as c-MYC and BCL2. Bptf carries an H3K4me3-binding PHD and an acetyl-histone-binding bromodomain. Both motifs including PHD associate with human disease (Baker et al., 2008, Gough et al., 2014, Wang et al., 2009) and can be potentially druggable (Arrowsmith et al., 2012). BPTF was proposed as a drug target for cancer therapy (Richart et al., 2016a). However, increasing evidence now shows a vital requirement of BPTF for normal homeostasis of a range of tissues. Such broad homeostatic function for Bptf requires additional studies to address toxicity associated with targeting this protein in cancer.

## Experimental Procedures

Details of additional procedures such as BMT, FACS, sorting, ATAC-seq, and ChIP are provided in Supplemental Experimental Procedures.

### Knockout Mice

CD45.2^+^ B/6 mice carrying the *Bptf*^f/f^ allele (stock #009367) or *Mx1*-cre were purchased from the Jackson Laboratory and crossed to produce *Bptf*^*f/f*^;*Mx1*-cre mice and control littermates. To induce *Bptf* knockout in the BM, we injected 2- to 3-month-old mice with pIpC (Sigma) three times every other day. UNC-Chapel Hill Institutional Animal Care and Use Committee approved all animal experiments.

### RNA-Seq

RNA was extracted from sorted LSK cells with the picoRNA Kit (Applied Biosystems) and the RNA-seq library was prepared with Illumina kits according to the manufacturer’s protocol, followed by deep sequencing.

## Author Contributions

G.G.W. designed the project. B.X., L.C., J.M.B., X.L., D.F.A., R.L., S.R., and G.G.W. performed experiments and interpreted data. J.S.P., D.Z., and D.C. analyzed genomic data. G.G.W. wrote the manuscript, and D.F.A. and B.X. critically read the paper.

How the deposited data were processed for this re-analysis (not part of the article)

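RNA of sorted LSK cells was measured in 2 libraries of *Bptf* cKO and 2 libraries of *Bptf* f/f mice, each from the pooled cells of 5 mice taken 10 days after cre induction. The groups and replicate numbers come from the sample labels and from the paper's results.

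The deposited values are a signal in the form of gene counts divided by a size factor per library, which the authors made before depositing them, and whose mean over the 4 libraries is given beside them. The authors also deposited a log2 fold change of *Bptf* cKO against *Bptf* f/f with its standard error, a score that is the log2 fold change divided by that error, and a p-value with its adjusted p-value, in columns named as DESeq2 names them. Of the 18598 genes, 5048 have no adjusted p in the authors' deposited table. The paper's text does not name the aligner, the counter, the genome build, the annotation or the test. Its Supplemental Experimental Procedures, which may name them, were not read here. All 4 per-library columns were used.

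Every value was a whole multiple of the smallest non-zero value in its library, and 100% of the values came out as whole reads. The recovered reads on listed genes were 24875746 and 14091054 in *Bptf* f/f replicates 1 and 2 and 30134742 and 14104526 in *Bptf* cKO replicates 1 and 2, with between 3.36% and 3.40% of them on the 10 highest genes of a library. Counting error therefore matters mainly for genes with few reads, and the 2 libraries per genotype limit the precision of the others. The listed genes are those with at least 11 reads over the 4 libraries, so genes below that are not part of the totals.

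Genes with a mean of at least 10 normalized counts, 14858 of them, were compared on the scale of log2 of the normalized count plus 1 with limma 3.58.1 in R 4.3.3, with a mean-variance trend, genotype as the only factor and Benjamini-Hochberg adjustment, two-sided. This limma design was fixed before the data were examined, because normalized values were expected. Thresholds were the paper's, an adjusted p under 0.05 with a fold change above 1.5 or 1.3. The same fit with the replicate number as a block, which leaves 1 residual degree of freedom per gene, is given beside it. The pairing comes from the replicate numbers in the sample labels and the column names, and the paper's text states none. Because the recovered reads are counts, edgeR 4.0.16 (quasi-likelihood test with TMM factors) and DESeq2 1.42.0 (Wald test, with and without a normal prior on the fold changes) were run on them as alternatives. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 17 sets written before the deposited values were examined, and the median of each set was placed among 10000 random gene lists matched on mean expression in 20 bins. The lists for the amino-acid response, immediate-early and erythroid genes were thought of after Table S1 had been read, which lists the authors' results for the same libraries, so their tests are not blind. The AP1, synthetase, solute carrier and ribosomal protein sets follow families that the paper reports as changed in these libraries. Their tests are therefore not independent of the paper's results.

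Other alternatives were pseudocounts of 0.5 and 10, no filter on low values, a mean of at least 50, libraries recentred on their medians, quantile normalization, limma without the trend, an adjusted p under 0.01, camera with the inter-gene correlation estimated, and each library left out in turn. Alternatives chosen after seeing the data were DESeq2 with the prior on all listed genes, DESeq2 with the replicate block, removal of GC content and transcript length from each library with and without the block, reads thinned to the smallest library, and removal of sex-chromosome, immunoglobulin and pluripotency genes with and without the block. GC content and length came from the longest GENCODE vM21 transcript of each symbol, which 98.3% of the tested genes had. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 summarised the fits.

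The fits were tested on simulated data, with counts for 14858 genes drawn at the means and depths of the libraries and 200 genes changed. Without a shared replicate effect, limma recovered 99.5% of the changed genes with and without the block. With a shared replicate effect of 0.25 (SD, log2), limma recovered 78.5% without the block and 99.5% with it, and 3.86% of the genes called with the block were unchanged ones. This effect was the same in both genotypes, so the simulation does not test replicate pairs that disagree. DESeq2 with the prior returned fold changes at 0.682 of the simulated size on the log2 scale without the replicate effect and 0.534 with it.

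The genes named are those the paper names from the RNA-seq, *Myc* and *Cd34* from its RT-PCR, and the 5 genes with the largest rise and the 5 with the largest fall among those with a limma adjusted p under 0.05 and a mean of at least 100 whose *Bptf* cKO libraries lie on the same side of both *Bptf* f/f libraries. The results of 2 genes that the paper names are not reported here. Other genes named outside the gene sets were chosen after their values were seen. The paper's GSEA, GO and pathway sets, its RT-PCR, ChIP and ATAC-seq were not analysed here, nor were reads on single exons. Coordinates are from GENCODE vM21 on GRCm38, matched by symbol.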

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

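The tests of depth, GC content and scaling were chosen before their results were seen, and the comparisons within the replicate 1 pair and the question of cre alone were chosen after the results were seen.

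Genes of the amino-acid response that are targets of ATF4, a list that holds no synthetases and no solute carriers and that the paper does not discuss, were higher in *Bptf* cKO LSK cells. The mean log2 fold change of the 33 genes tested was 1.85 (camera adjusted p = 2.50e-27, and 9.31e-33 with the replicate block), 30 genes were higher in both replicate pairs, and the median of the list was at percentile 100 among 10000 random lists matched on expression. Camera with the inter-gene correlation estimated gave this list an adjusted p of 0.261. The list was written after Table S1 had been read, so its place among random lists is not a blind test. *Atf5* went from 255 to 6229 normalized counts (log2 fold change 4.61, limma adjusted p = 6.58e-04), *Trib3* from 132 to 1783 (0.00344) and *Asns* from 660 to 4347 (0.0132). *Atf4* itself had a log2 fold change of 0.26 (limma adjusted p = 0.501). *Atf3*, on the same list, fell in the replicate 2 pair, where *Bptf* f/f had 1021 normalized counts against 42.6 in replicate 1. Thinning all libraries to the depth of the smallest left a mean of 1.80 and recentring the libraries on their medians left 1.90, but depth is nearly balanced over genotype and the size factors had already aligned the libraries, so these 2 tests could hardly have come out otherwise and do not show stability. Removing GC content and transcript length left 1.89, a small move, since the log2 fold changes of genes with a GENCODE symbol and a mean of at least 100 had Spearman correlations of 0.00581 with GC content and -0.0176 with length. Within the pairs the correlation with GC content had opposite signs, at -0.0885 in replicate 1 and 0.0898 in replicate 2. The replicate 1 pair, which has neither the *Xist* reads nor the pluripotency transcripts of replicate 2, had a mean difference of 1.96. The table has 0 libraries with Mx1-cre alone, and *Bptf* f/f mice carry no cre, so the rise cannot be told apart from an effect of cre expression without loss of *Bptf*. As a hypothesis, the higher synthetase and amino-acid transporter genes may be part of the same response.

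The 22 genes of a list of p53 targets had a mean log2 fold change of 0.88 in *Bptf* cKO (camera adjusted p = 5.17e-07, and 6.54e-08 with the replicate block), with 16 genes higher in both pairs. Camera with the inter-gene correlation estimated gave the p53 list an adjusted p of 0.261. *Zmat3* went from 160.1 to 1427 normalized counts, *Perp* from 73.9 to 427 and *Cdkn1a* from 504 to 1581, with limma adjusted p values of 0.0117, 0.0206 and 0.228. The list was not uniform, since *Mdm2* had a log2 fold change of -0.022 and *Btg2* one of -1.27. The mean was 0.88 with reads thinned to the smallest library, 0.92 with GC content and length removed, 0.93 with the libraries recentred and 0.76 in the replicate 1 pair, where again the tests of depth and scaling could hardly have come out otherwise and removing GC content and length moved little. The paper raises the potential toxicity of cre and used littermates with Mx1-cre alone as controls for its LSK and LT-HSC measurements (Figs. 1D and 1E). The RNA-seq has 0 libraries of Mx1-cre alone, so here an effect of cre cannot be told apart from an effect of losing *Bptf*. A p53 response is therefore only a candidate explanation, and the data of 2 libraries per genotype do not separate these.

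Among genes with a limma adjusted p under 0.05 and a mean of at least 100 whose libraries do not overlap between the genotypes, the 5 with the largest rises in *Bptf* cKO, none of which the paper names, had means between 4.79 (*Aldh1l2*) and 24.1 (*Cox6a2*) normalized counts in *Bptf* f/f. *Aldh1l2* had 5.43 and 4.16 normalized counts in *Bptf* f/f and 1096 and 1305 in *Bptf* cKO (log2 fold change 7.70, limma adjusted p = 0.00344). *Avil* rose by 6.64 (limma adjusted p = 0.0204), *Cox6a2* by 6.54 (0.0222), *Slc7a3* by 6.20 (0.0118) and *Stc2* by 6.12 (0.00944) on the log2 scale. *Cox6a2* had 37.2 and 11.1 normalized counts in replicates 1 and 2 of *Bptf* f/f. With the fold-change prior of DESeq2 the log2 fold changes of *Aldh1l2*, *Avil*, *Cox6a2*, *Slc7a3* and *Stc2* were 5.20, 3.58, 1.48, 3.79 and 4.15. *Aldh1l2* and *Stc2* are on the ATF4 list above, and *Avil* and *Cox6a2* are on none of the 17 lists. With 3 to 8 reads at the lowest for *Aldh1l2*, *Avil*, *Cox6a2*, *Slc7a3* and *Stc2*, the size of each rise depends on counting error in *Bptf* f/f, on the pseudocount and on such a prior. *Avil* and *Cox6a2* stayed past an adjusted p of 0.05 with reads thinned to the smallest library and with GC content and length removed, but not in limma without the trend, where the adjusted p was 0.106 for *Avil* and 0.119 for *Cox6a2*. With 0 libraries of Mx1-cre alone, an effect of cre on *Avil* and *Cox6a2* cannot be told apart from one of losing *Bptf*.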

How the results depend on the processing

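The choices listed as alternatives were set before the data were examined, apart from those said below to have been chosen after seeing the data.

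The number of genes called depended on the test and the design. The fixed limma fit gave 55 lower and 55 higher at a fold change above 1.5, and the same 55 and 55 at 1.3. At 1.5 the replicate block in limma gave 845 lower and 454 higher, edgeR with the block gave 854 and 457, DESeq2 gave 438 and 252, and DESeq2 with the fold-change prior gave 402 and 225. At 1.3 these 4 gave 1128 and 707, 1110 and 695, 490 and 315, and 488 and 298. Limma without the trend gave 0 lower and 2 higher at either threshold, with 2036 genes at an unadjusted p under 0.05. An adjusted p under 0.01 left 2 lower and 5 higher at either threshold. Chosen after seeing the data, DESeq2 with the prior on all listed genes gave 416 and 231 at 1.5 and 494 and 300.0 at 1.3, and DESeq2 with the replicate block gave 459 and 263 at 1.5 and 551 and 364 at 1.3. Also chosen after seeing the data, the block with GC content and length removed gave 657 and 434 at 1.5 and 843 and 762 at 1.3, and the block without sex-chromosome, immunoglobulin and pluripotency genes gave 810 and 452 at 1.5 and 1106 and 707 at 1.3. The calls of limma and of edgeR with the block included all 55 and all 55 genes of the fixed limma fit. The limma prior degrees of freedom were 3.29 without the block and 10.3 with it. In simulated data with a shared replicate effect the block raised recovery from 78.5% to 99.5% and the number of calls from 157 to 207. That rise was far smaller than the one here, and the simulated effect was the same in both genotypes, as the block assumes. The simulation therefore does not account for the larger number with the block. Same-numbered libraries did vary together. Their deviations correlated at 0.638 across genes with a mean of at least 100, and at 0.529 across those genes without the sex-chromosome, immunoglobulin and pluripotency genes. Recentring on the medians gave 48 lower and 60 higher, with 44.4% of the calls lower.

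With all 4 libraries in the fit, the gene sets kept their direction under every alternative, except for the myeloid and cell cycle sets. Camera with the inter-gene correlation estimated from 4 libraries moved the AP1 genes (mean log2 fold change -1.24), the synthetase genes (0.74) and the ribosomal protein genes (0.044) to adjusted p values of 0.317, 0.317 and 0.592. Of 13 other sets, 10 had an adjusted p under 0.05, and all 10 lost it. The mitochondrial synthetase, myeloid and cell cycle sets had not passed before. The values became 0.261 for the ATF4, p53 and interferon sets and 0.317 for the erythroid, immediate-early and stem cell sets. The mitochondrial ribosomal protein set went to 0.578. Over the alternatives not chosen after seeing the data, the adjusted p ran from 2.59e-13 to 0.317 for the AP1 set, from 1.18e-26 to 0.317 for the synthetase set, from 0.00431 to 0.592 for the ribosomal protein set and from 0.00616 to 0.359 for the solute carrier set. The ribosomal protein genes were also no longer past an adjusted p of 0.05 with quantile normalization (mean 0.023, adjusted p = 0.313), with edgeR (0.041, 0.0963) and with edgeR and the block (0.042, 0.116). The solute carrier genes passed with a mean of at least 50 (mean log2 fold change 0.13, adjusted p = 0.0259), with edgeR (0.083, 0.0212) and its block (0.088, 0.0230), with DESeq2 (0.082, 0.00795) and its prior (0.079, 0.00616), and, chosen after seeing the data, with the prior on all genes (0.068, 0.00683) and the DESeq2 block (0.088, 0.00789). The cause of these shifts was not tested. The myeloid set reversed to -0.15 with edgeR and -0.15 with DESeq2, and the cell cycle set reversed to 0.026 on median-centred values and to 0.0052 with GC content and length removed, with and without the block. Neither of these 2 sets passed an adjusted p of 0.05.

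Of 50 named genes and 13 other sets, 63 results in all, 23 became stronger with the replicate block and 22 did with DESeq2, while 23 became weaker without the trend. EdgeR without the block made 3 weaker, *Bptf* (adjusted p 0.0531), *Aars* and *Lars* (both 0.0513), recentring on the medians made 1 weaker, *Bptf* (0.0547), and thinning to the smallest library, chosen after seeing the data, made 1 weaker, *Slc1a4* (0.0519). Over the alternatives not chosen after seeing the data, the adjusted p ran from 9.57e-08 to 0.178 for *Bptf*, from 3.20e-11 to 0.161 for *Aars* and from 3.04e-09 to 0.166 for *Lars*. *Kit*, which lies near 0, reversed to 0.041 on median-centred values and to 0.022 with GC content and length removed, with and without the block.

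Leaving out each library in turn, with no test, moved the AP1 set between -1.60 and -0.88, the synthetase set between 0.60 and 0.87, the solute carrier set between 0.036 and 0.12 and the ribosomal protein set between 0.010 and 0.077. The immediate-early set moved between -1.76 and -0.56 and the mitochondrial ribosomal protein set between 0.050 and 0.20. With 2 libraries per group such a value cannot move by more than the replicate SD by design, so this shows no stability. Of 252 such values for the 50 named genes and the 13 sets other than AP1, synthetase, solute carrier and ribosomal protein genes, 8 had the opposite sign. These were for the lymphoid, myeloid and cell cycle sets, *Kit* and *Myc*. The lymphoid set went to 0.12 without *Bptf* f/f replicate 1.

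Depth limits the low genes. The lowest library of *Slc7a11* had 14 reads and that of *Sdc1* had 42, and the replicate 2 libraries were sequenced to 14091054 and 14104526 reads against 24875746 and 30134742 in replicate 1. Depth and replicate number go together and are balanced over genotype.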

Differences from the paper's values

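The paper's text gives 407 downregulated and 230 upregulated transcripts at a fold change above 1.5, against 55 and 55 here. Of the alternatives set before the data were examined, DESeq2 without the prior (438 and 252) and with it (402 and 225) were within 1.5 times of the paper's numbers, and the other alternatives were not. DESeq2 with the prior on all listed genes, an alternative chosen after seeing the values, gave 416 and 231, and DESeq2 with the replicate block, also chosen after seeing the values, gave 459 and 263. At a fold change above 1.3 the paper's numbers are about 470 down and about 280 up in Fig. 3B, read by eye, against 55 and 55 here, and the DESeq2 fits without the prior (490 and 315) and with it (488 and 298) were again the ones within 1.5 times, together with the prior on all listed genes (494 and 300.0) and the DESeq2 block (551 and 364), both chosen after seeing the values.

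The paper states a log2 fold change for 37 of the named genes, and 12 differed from the value here by more than the replicate SD. All 12 had the same sign and all were larger here. For *Fos* the value was -2.51 against the paper's -1.30, for *Sdc1* -2.73 against the paper's -2.21, for *Slc7a11* 4.53 against the paper's 3.31 and for *Slc30a1* 0.90 against the paper's 0.79. For *Fosb* the value was -2.95 against about -0.72 in Fig. 3D, read by eye. For these 5, DESeq2 with the prior was the one alternative set before the data were examined under which the values did not differ. It also closed the gap for *Jun* (-2.03 against the paper's -1.13), *Rhob* (-1.97 against the paper's -0.99), *Slc1a4* (3.25 against the paper's 2.41), *Robo4* (-1.69 against the paper's -1.50), *Smo* (-0.55 against the paper's -0.52) and *Mn1* (-0.88 against the paper's -0.75). Recentring on the medians closed it for *Robo4*, *Smo* and *Mn1*, and a pseudocount of 10 and quantile normalization closed it for *Mn1*. Leaving out 1 library also closed it for *Jun* (*Bptf* f/f replicate 2), *Rhob* (*Bptf* cKO replicate 2), *Slc1a4* (*Bptf* f/f replicate 1), *Robo4* (replicate 2 of either genotype), *Smo* (replicate 1 of either genotype) and *Mn1* (*Bptf* f/f replicate 2 or *Bptf* cKO replicate 1). The other alternatives set before the data were examined did not close these gaps. For *Slc6a9* the value was 3.76 against the paper's 3.17, and none of the alternatives set before the data were examined closed the gap to this rounded value. Against the unrounded 3.165 of the authors' deposited table, DESeq2 with the prior, at 3.081, lay within the replicate SD of 0.0881. DESeq2 with the prior on all listed genes, chosen after seeing the values, gave 3.17 for *Slc6a9* and was within the replicate SD of the paper's value for the other 11 genes. It gave -1.298 for *Fos*, -2.206 for *Sdc1* and 3.311 for *Slc7a11*, against -1.298, -2.206 and 3.310 in the authors' deposited table. *Fosb* was less close, at -0.698 against -0.718. The paper's values for these genes thus lie close to shrunken fold changes, while the values here are unshrunken. Also chosen after seeing the values, removal of GC content and length closed the gap for *Mn1* and *Robo4*, with and without the replicate block, and thinning to the smallest library closed it for *Mn1* and *Slc30a1*.

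The paper lists *Meis1*, *Mn1*, *Lmo2*, *Fos* and *Jun* among the genes that fell significantly. Their limma adjusted p values here were 0.118, 0.109, 0.106, 0.0673 and 0.0864, and all 5 passed 0.05 with the replicate block in limma or edgeR and with DESeq2. The same holds for *Jund*, *Junb*, *Hnf4a*, *Ikzf2*, *Hes1*, *Smo* and *Rhob*, and for *Cars*, *Mars*, *Iars*, *Wars*, *Slc19a2*, *Slc1a5*, *Slc30a1*, *Slc35d1* and *Slc16a6*. *Jund* and *Rhob* did not pass with DESeq2 and the replicate block, an alternative chosen after seeing the values, and *Mars* and *Slc1a5* also passed without the block once GC content and length were removed, likewise chosen after seeing the values. *Sall2* and *Fosb*, which Fig. 3D also lists, had limma adjusted p values of 0.181 and 0.132 here and 0.0511 and 0.0745 in the authors' deposited table, and both passed with the replicate block in limma, edgeR and DESeq2, the last chosen after seeing the values. *Fosb* also passed with DESeq2 without the prior (adjusted p = 0.0317).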

Other observations

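The test on further pluripotency genes was chosen before their values were seen, and the other tests in this part were chosen after the result was seen, apart from those of depth, GC content and scaling.

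The replicate 2 libraries hold transcripts of pluripotent cells that the replicate 1 libraries lack. *Pou5f1* had 582 normalized counts in *Bptf* f/f replicate 2 and 738 in *Bptf* cKO replicate 2, and 0 in replicate 1 of both. *Nanog*, *Zfp42*, *Dppa5a* and *Tdgf1* had between 36.03 and 121 in replicate 2 and at most 1 read in a replicate 1 library. Of 26 further pluripotency genes the table lists 20, and 14 were higher in both replicate 2 libraries than in both replicate 1 libraries, as were 19% of all listed genes. Their median log2 difference between the replicates was 2.88, at percentile 100 among 10000 random lists matched on expression. Reads or RNA of pluripotent cells in both replicate 2 libraries may be the source, whether from the preparation or from libraries sequenced together, which the table cannot separate. No biological explanation was tested. The signal was present in both genotypes.

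*Xist*, which is transcribed from the inactive X chromosome of female cells, had 15675 normalized counts in *Bptf* f/f replicate 2 and 11843 in *Bptf* cKO replicate 2, against 1 and 5 reads in replicate 1 of *Bptf* f/f and *Bptf* cKO. The sum of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* in replicate 2 was 26.1% of replicate 1 in *Bptf* f/f and 50.05% of replicate 1 in *Bptf* cKO. These values are consistent with male mice in replicate 1 and with male and female mice pooled in replicate 2, in different proportions for the genotypes. The paper's text does not give the sex of the mice. Of the immunoglobulin genes, *Igkc* also followed the replicate number, with 174 and 486 in replicate 1 and 3976 and 5292 in replicate 2 of *Bptf* f/f and *Bptf* cKO, and *Ighg2b* did not. Removing sex-chromosome, immunoglobulin and pluripotency genes left the correlation of same-numbered deviations at 0.529, so these genes alone do not account for it.

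Erythroid genes were lower in *Bptf* cKO, with a mean log2 fold change of -1.83 over 26 genes (camera adjusted p = 6.74e-15, and 7.31e-18 with the replicate block), 23 of them lower in both pairs. *Aqp1* went from 1615 to 236 normalized counts, *Car1* from 1287 to 260.1 and *Epor* from 290.3 to 73.2, with limma adjusted p values of 0.0422, 0.0524 and 0.0443. The mean was -1.87 with reads thinned to the smallest library, -1.80 with GC content and length removed and -1.78 with the libraries recentred. It was -2.30 in the replicate 1 pair and -1.36 in the replicate 2 pair, and -0.89 with the fold-change prior of DESeq2. Camera with the inter-gene correlation estimated gave the erythroid set an adjusted p of 0.317. The tests of depth and scaling could hardly have come out otherwise, since depth is nearly balanced over genotype and the size factors had already aligned the libraries, and removing GC content and length moved little. The 3 globin genes tested fell by 1.49 on the log2 scale on average, less than the other 23 genes with a mean of -1.88, so the fall was not led by globin, although *Hba-a1* shares reads with its near-identical copy *Hba-a2*. With 0 libraries of Mx1-cre alone, the fall cannot be told apart from an effect of cre. A shift in which progenitors fall within the LSK gate may explain it, and was not tested.

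The AP1 genes fell together with other immediate-early genes, whose mean log2 fold change was -1.16 over 21 genes (camera adjusted p = 5.72e-09, and 9.25e-14 with the replicate block). Both were highest in *Bptf* f/f replicate 2, where *Klf2* had 9670 normalized counts against 1477 in replicate 1. Heat-shock genes, taken as a sign of stress during cell handling, had a mean log2 fold change of -0.28, with -0.42 in the replicate 1 pair and -0.15 in the replicate 2 pair. *Hspa1a* and *Hspa1b*, near-identical copies that can share reads and are also on the immediate-early list, were at -1.76 and -0.86, *Dnajb1* was at -0.47, and the other 7 lay between -0.30 and 0.24. Without *Hspa1a* and *Hspa1b* the mean was 0.020 in the replicate 1 pair and -0.076 in the replicate 2 pair, so the lower heat-shock mean rests on these 2 genes and does not decide whether cell handling had a part. The fall of the AP1 genes therefore cannot be told apart from an effect of cell handling.

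A list of 37 hematopoietic stem cell genes, written without *Meis1*, *Mn1* and *Lmo2* and not a gene set of the paper, had a mean log2 fold change of -0.52 (camera adjusted p = 5.17e-07, and 2.78e-09 with the replicate block), and 29 genes were lower in both pairs. Interferon-stimulated genes had a mean of -0.36 over 34 genes (camera adjusted p = 2.93e-06, and 1.18e-05 with the block), with 26 lower in both pairs, and both genotypes are stated to have received pIpC. The cell cycle set had a mean of -0.026 (camera adjusted p = 0.913, and 0.573 with the block), with its median at percentile 1.82 among 10000 random lists matched on expression.

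*Myc* and *Cd34*, which the paper measured by RT-PCR in sorted LSK cells, had log2 fold changes of 0.27 and -0.21 here (limma adjusted p = 0.603 and 0.561, and 0.152 and 0.132 with the replicate block). *Myc* differed by -0.0052 in the replicate 1 pair and 0.55 in the replicate 2 pair.

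Among genes with a limma adjusted p under 0.05 and a mean of at least 100 whose libraries do not overlap between the genotypes, the 5 largest falls were those of *P3h3* (log2 fold change -3.74), *Bgn* (-3.47), *H2-DMb1* (-3.30), *Pcp4l1* (-3.10) and *H1fx* (-3.09), with limma adjusted p values of 0.00944, 0.0204, 0.0222, 0.0107 and 0.0204. They ranked 11, 20, 26, 34 and 35 by size of fall among all tested genes. *P3h3* went from 898 and 948 to 74.7 and 62.1 normalized counts in replicates 1 and 2. Reads of *H2-DMb1* can be shared with its near-identical neighbour *H2-DMb2*. *Dntt* fell by 2.25 in the replicate 1 pair and by 2.20 in the replicate 2 pair on the log2 scale, while its level differed between replicates, with 7907 and 2692 in *Bptf* f/f, so that its limma adjusted p was 0.221 without the block and 6.98e-08 with it.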
